# Linking Phospho-Gonadotropin Regulated Testicular RNA Helicase (GRTH/DDX25) to Histone Ubiquitination and Acetylation Essential for Spermatid Development During Spermiogenesis

**DOI:** 10.3389/fcell.2020.00310

**Published:** 2020-05-15

**Authors:** Raghuveer Kavarthapu, Rajakumar Anbazhagan, Ashish K. Sharma, Joseph Shiloach, Maria L. Dufau

**Keywords:** phospho-GRTH/DDX25, spermatogenesis, round spermatids, histones, ubiquitination, acetylation

## Abstract

GRTH/DDX25 is a testicular RNA helicase expressed in germ cells that plays a crucial role in completion of spermatogenesis. Previously, we demonstrated a missense mutation (R^242^H) of GRTH gene in Japanese infertile patients (5.8%) with non-obstructive azoospermia. This mutation upon expression in COS-1 cells revealed absence of the 61 kDa phosphorylated GRTH in cytoplasm and the presence of the 56 kDa non-phosphorylated GRTH in the nucleus. GRTH knock-in (KI) mice carrying the human GRTH (R^242^H) mutation, lack phosphorylated GRTH, and sperm due to failure of round spermatid elongation during spermiogenesis. To determine the impact of phosphorylated GRTH on molecular events/pathways participating in spermatid development during spermiogenesis, we analyzed transcriptome profiles obtained from RNA-Seq of germ cells from KI and WT mice. RNA-Seq analysis of 2624 differentially expressed genes revealed 1404 down-regulated and 1220 up-regulated genes in KI mice. Genes relevant to spermatogenesis, spermatid development and spermatid differentiation were significantly down-regulated. KEGG enrichment analysis showed genes related to ubiquitin-mediated proteolysis and protein processing in endoplasmic reticulum pathway genes were significantly down-regulated while the up-regulated genes were found to be involved in Focal adhesion and ECM-receptor interaction pathways. Real-Time PCR analysis confirmed considerable reduction in transcripts of ubiquitination related genes *Ube2j1*, *Ube2k*, *Ube2w*, *Rnf8*, *Rnf133*, *Rnf138, Cul3* and increased expression of *Ccnd2*, *Col1a*, *Lamb1*, *Cav1*, *Igf1*, *Itga9* mRNA’s in KI mice compared to WT. Also, marked reduction in protein expression of UBE2J1, RNF8, RNF138 (ubiquitination network), MOF (histone acetyltransferase), their modified Histone substrates (H2AUb, H2BUb) and H4Ac, H4K16Ac were observed in KI mice. GRTH-IP mRNA binding studies revealed that *Rnf8* and *Ube2J1* mRNAs from WT mice associated with GRTH protein and the binding is greatly impaired in the KI mice. Immunohistochemistry analysis showed significantly reduced expression of RNF8, MOF, H4Ac and H4K16Ac in round spermatids of KI mice. Absence of phosphorylated GRTH impairs UBE2J1, RNF8 and MOF-dependent histone ubiquitination and acetylation essential for histone replacement, chromatin condensation and spermatid elongation during spermiogenesis.

## Introduction

Gonadotropin-regulated testicular RNA helicase (GRTH/DDX25) belongs to DEAD-box protein family of RNA helicases explicitly found in the testis and is transcriptionally regulated by gonadotropins via paracrine androgen action (Tang et al., 1999; Sheng et al., 2003; Dufau and Tsai-Morris, 2007; Dufau and Kavarthapu, 2019). GRTH/DDX25 is expressed in Leydig cells, meiotic spermatocytes and haploid spermatids (Sheng et al., 2003; Dufau and Tsai-Morris, 2007; Dufau and Kavarthapu, 2019). It is involved in multiple functions as a post-transcriptional controller of specific genes in germ cells during spermatogenesis. In germ cells GRTH is an integral constituent of messenger ribonuclear protein complex, that transports specific mRNAs from the nucleus to cytoplasmic sites including chromatoid bodies for storage prior to their translation during spermatogenesis. Chromatoid bodies (CB) are non-membranous organelles residing in the cytoplasm of round spermatids (RS) where specific mRNAs are stored and later processed during spermiogenesis (Tsai-Morris et al., 2004b; Dufau and Tsai-Morris, 2007; Dufau and Kavarthapu, 2019). We have shown that GRTH binds to actively translating polyribosomes, where may play an important role in translation of specific genes in germ cells like transition proteins (TP1/TP2), protamines (PRM1/PRM2), phosphoglycerate kinase and testicular angiotensin converting enzyme (Sheng et al., 2006; Sato et al., 2010; Tsai-Morris et al., 2012). The GRTH gene with TATA-less promotor has many transcriptional start sites and it is transcriptionally regulated by Sp1/Sp3 (Tsai-Morris et al., 2004a). We have previously reported two forms of GRTH protein in germ cells, a 61 kDa phosphorylated species exclusively found in the cytoplasm and a 56 kDa non-phosphorylated species in the nucleus. The 61 kDa phosphorylated GRTH (p-GRTH) protein in the cytoplasm participates in shuttling of specific mRNAs in and out of the CB and also associates with polyribosomes for translation. The 56 kDa non-p-GRTH protein is involved in the export of mRNAs from nucleus to cytoplasm (Sheng et al., 2006; Dufau and Tsai-Morris, 2007) and has also being proposed to participate in transcriptional events of Drosha-DGCR8 complex (Dai et al., 2011).

GRTH knock-out mice are infertile with complete loss of elongating spermatids (ES) and sperm due to spermatogenic arrest at step 8. In the RS of these null mice, the size of the CB was markedly reduced indicating either decrease or loss of mRNAs essential for progression of spermiogenesis (Tsai-Morris et al., 2004b; Sheng et al., 2006). GRTH is the only member of the DEAD-box helicase family known to be transcriptionally up-regulated by gonadotropins (luteinizing hormone/human chorionic gonadotropin). In Leydig cells, luteinizing hormone through stimulation of androgen production induces GRTH transcription in an autocrine manner through an androgen responsive element present in the proximal region of the GRTH gene (Tsai-Morris et al., 2010; Villar et al., 2012). In germ cells, where GRTH expression is both cell- and stage-specific, paracrine actions of androgen via its receptors in Sertoli cells increase transcription of GRTH in germ cells (Kavarthapu et al., 2013).

Our previous studies identified a missense heterozygous mutation of Arg to His at position 242 (R^242^H) in GRTH gene in 5.8% of Japanese men with non-obstructive azoospermia (Tsai-Morris et al., 2007). *In vitro* experiments performed by overexpressing the human mutant GRTH construct in COS-1 cells revealed the loss of the cytoplasmic 61 kDa p-GRTH species, while maintaining the expression of 56 kDa non-phospho form (Tsai-Morris et al., 2007). Also, we established that GRTH was phosphorylated by Protein Kinase A (Sheng et al., 2006). Subsequently, we created transgenic GRTH Knock-In (KI) mice bearing the hGRTH gene with the R^242^H mutation which lack the 61 kDa cytoplasmic p-GRTH form (Kavarthapu et al., 2019). Homozygous GRTH-KI mice are infertile with absence of mature sperm due to failure of RS to elongate while exhibited normal mating behavior. In these KI mice loss of p-GRTH has significant effects on the levels of mRNA and protein of TP2, PRM2 and TSSK6 (Kavarthapu et al., 2019). To understand mechanistically the impact of p-GRTH on the round spermatids elongation process we investigated differential expression of genes and compared transcriptome profiles obtained from germ cells of KI and WT using Illumina RNA-Seq. This study indicates the essential role of p-GRTH/DDX25 in UBE2J1 and RNF8 dependent histone modification during spermiogenesis.

## Materials and Methods

### Animals and Preparation of Germ Cells

The generation of GRTH-KI mice carrying human GRTH gene with R^242^H mutation were described previously (Kavarthapu et al., 2019). Homozygous KI mice were obtained by crossing heterozygous KI male mice either with heterozygous or homozygous KI female mice. KI mice were genotyped using two primers sets, KI-F1/KI-R1 and KI-F2/KI-R2 (Supplementary Table S1) to detect targeted and mice GRTH alleles, respectively. Transgenic animals were maintained at 22°C in a pathogen free, light controlled environment with an alternating light–dark cycle. All animal studies were performed as per the guidelines of National Institute of Child Health and Human Development Animal Care and Use Committee. Germ cells were prepared individually from five mice (45 days old) each for WT and KI by collagenase-trypsin dispersion. Testes were decapsulated and the seminiferous tubules were treated with collagenase in M199 medium containing 0.1% bovine serum albumin (BSA) for 15 min. The collagenase treated tubules were minced and incubated in M199 with 0.1% BSA and 0.1% trypsin for 15 min at 35°C in rotation at 100 rpm to obtain dispersed cell suspension. After trypsin treatment 0.02% of trypsin inhibitor (Sigma) was added to the sample and filtered through 300 μm mesh strainer and glass wool and then passed through 100 and 40 μm cell strainer (Millipore) to obtain germ cell fraction (spermatogonia, spermatocytes and spermatids) which was pelleted and washed with cold PBS for total RNA isolation.

### Total RNA Preparation and Library Construction for RNA-Seq

Total RNA was prepared from germ cells isolated from WT and KI testis using Qiagen RNeasy mini kit (Qiagen, CA). RNA concentration and quality were evaluated using the Agilent 2100 Bioanalyzer system (Agilent Technologies, CA, United States). mRNA was then extracted from total RNA using oligo (dT) method and RNA-Seq library was constructed according to a standard protocol provided by Illumina. Sequencing was performed for a paired-end 150 bp on the Illumina HiSeq 2500 by Novogene Bioinformatics Institute (Beijing, China). The raw RNA-seq reads have been deposited to the NCBI^1^ GEO database with GEO accession number GSE145047.

### Transcriptome Analysis and Identification of Differential Gene Expression

RNA-seq reads were first trimmed for adapters and then aligned to mouse mm10 reference genome sequences using STAR in Patek Flow online software^2^ for next-generation sequencing analysis. The aligned reads were quantitated to Partek E/M (mm10 RefSeq_v91) annotation model to obtain gene counts. Principal component analysis (PCA) was done on gene counts to determine the variability in the data set. Differentially expressed genes (DEGs) between WT and KI conditions were generated with DESeq2 (fold change ≤−1.5 or ≥1.5; *P* < 0.05, FDR < 0.05) in Partek Flow.

### Protein-Protein Interaction (PPI) Network Analysis

STRING^3^ is the online database used for known and predicted protein-protein interactions to analyze the interaction relationships between proteins in our study. To visualize the interactions among the down-regulated DEGs, STRING tool was used to construct a PPI network with a interacting confidence scores of >0.4 designated as the cutoff. Cytoscape 3.7.2 software was employed to analyze the PPI network by Network Analyzer plugin. cytoHubba plugin in cytoscape was used to extract the top 20 hub genes from the PPI network based on maximal clique centrality (MCC) algorithm.

### Enrichment Analysis of DEGs

To identify biological functional of DEGs, Gene Ontology (GO) enrichment analysis was done, and the data was visualized using DAVID^4^ online tool. GO functional analysis of DEGs were sub-divided into three groups: biological process (BP), molecular function (MF) and cellular component (CC). A *P*-value of less than 0.05 and gene count >5 was set as the cutoff. KEGG pathway analysis was carried out on up-regulated and down-regulated DEGs separately using clusterProfiler package in R-Studio 3.6.1 to identify the crucial pathways with *P*-value < 0.05.

### Real-Time PCR Analysis for the Validation of RNA-Seq Results

Real-time quantitative reverse transcription PCR (qRT-PCR) was used to validate the DEGs obtained from RNA-Seq analysis. Total RNA (1 μg) prepared for RNA-Seq library was Reverse transcribed using the SuperScript III first-strand synthesis SuperMix (ThermoFisher Scientific, MA). qRT-PCR was then performed with Fast SYBR green master mix in a final volume of 20 μL. All PCR reactions were done in triplicates in a 7500 Fast Real-Time PCR machine (Applied Biosystems, CA). Cycle threshold (Ct) values were normalized to β-actin as reference gene, and Relative quantification of transcripts was performed using the comparative 2^–ΔΔ*Ct*^ method. The primer sets used in this analysis are available in Supplementary Table S1.

### Western Blot Analysis

Total protein lysates from testis of WT and KI mice were extracted using RIPA lysis buffer (Upstate, Temecula, CA, United States) containing Halt protease and phosphatase inhibitor cocktail (ThermoFisher Scientific, MA, United States). The supernatants of lysates centrifuged at 2,500 *g* for 5 min were used to estimate the protein concentration by the Bradford assay (Bio-Rad Laboratories, CA, United States). These lysates (100 μg) were resolved in 4–12% Bis-Tris gel (Invitrogen) and transferred onto nitrocellulose membrane using Iblot 2 (ThermoFisher Scientific, MA, United States). Membranes blocked with 5% skimmed milk powder in PBS were incubated with the corresponding primary antibodies (Supplementary Table S2) at 1:1000 dilution. After the incubation of primary antibodies and washing steps, the membranes were incubated with the respective secondary antibodies conjugated with poly-HRP at 1:2000 dilution. Immunosignals were detected by a Tanon High-sig ECL Western Blotting Substrate system (ABclonal, MA, United States).

### Immunohistochemistry

Paraformaldehyde fixed cross-sections were deparaffinized and rehydrated in a graded series of ethyl alcohol and distilled water. Antigen retrieval for 10 min was performed using Tris-EDTA buffer pH 9.0 before blocking with horse serum. The slides were incubated overnight at 4°C with 1:250 dilution of primary antibodies of RNF8, MYST/MOF, H4-Ac, H4K16-Ac, and Ube2J1 or rabbit IgG isotype control. Subsequently, sections were incubated secondary antibody conjugated with horseradish peroxidase polymer for 1 h. (Invitrogen, Frederick, MD, United States). After washing the sections with PBS, diaminobenzidine as chromagen and hydrogen peroxide as substrate were added to develop the brown color for visualization. Then the sections were counterstained with hematoxylin.

### Immunoprecipitation (IP) of GRTH-RNA Complex From Testis

Total protein extracts (0.5 mg) isolated from germ cells of WT and GRTH-KI mice using RIPA lysis buffer (Upstate, Temecula, CA, United States) were initially incubated with 50 μl of protein A/G Plus-agarose beads and 1 μg of rabbit IgG in IP binding buffer (ThermoFisher Scientific, MA) with gentle agitation for 30 min at 4°C. Supernatants were incubated with 4 μg affinity-purified anti-GRTH rabbit polyclonal antibody for overnight at 4°C to co-immunoprecipitate the GRTH-ribonucleoprotein complex. 50 μl of protein A-agarose beads was added and incubated for 2 h at 4°C. The GRTH-ribonucleoprotein complex bound to protein A-agarose was washed three times with IP binding buffer. The RNA from this GRTH-ribonucleoprotein complex was isolated by phenol/chloroform/isoamyl alcohol (25:24:1, v/v; Invitrogen). First-strand cDNA was prepared using SuperScript III first-strand synthesis kit (ThermoFisher Scientific, MA) and Real-Time PCR was performed with Fast SYBR green using specific set of primers for RNF8 and UBE2J1 (Supplementary Table S1) in a 7500 Fast Real-Time PCR machine (Applied Biosystems, CA, United States).

### Statistical Analysis

Data was analyzed using Prism 8.0 statistical software (GraphPad Software Inc, San Diego, CA, United States). Differences between KI and WT groups were determined by two-tailed Students *t*-test. The error bars represent the standard error mean (SEM) with *P* < 0.05 was considered statistically significant.

## Results

### Summary of RNA-Seq Data

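Germ cells were dispersed with collagenase and trypsin from the testes of 5 WT and 5 homozygous GRTH-KI mice aged 45 days, and poly(A) RNA of each mouse was made into 1 library and sequenced as paired-end reads. KI mice carry the human GRTH gene with the R242H mutation, so that Ddx25, the mouse gene of GRTH, is the targeted gene. The preparations hold spermatogonia, spermatocytes and spermatids together, and the sample labels give the tissue as testis and the cells as germ cells. The authors trimmed the reads, aligned them to the mm10 genome with STAR, counted them on RefSeq_v91 genes with the Partek E/M model and deposited a normalized count for each listed gene in each library. Within a library each normalized count was a whole multiple of the value of 1 read in that library, and dividing by it returned whole reads for 100% of the values under 5000 reads. The value of 1 read differed from the reciprocal of the size factor that DESeq2 computes on those reads by at most 3.93e-06 percent. The recovered reads on genes numbered 13323024 to 16422347 per library in WT (median 15203687) and 12722086 to 15500582 in KI (median 15182116). The difference of the means, KI against WT, was −349945 reads, which was within the spread between libraries (exact two-sided permutation test, p = 0.659), and leaving out KI library 3 turned it to 130201 reads, and leaving out WT library 5 turned it above 0 as well. In a library where a gene had no read, up to 3 reads remain possible, a normalized count of 2.61 to 3.62 depending on the library, and this limit covers counting error only.

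Normalized counts of KI and WT were compared as log2(normalized count + 1) with limma, with a variance trend on expression and Benjamini-Hochberg adjustment over the 15389 genes that passed edgeR's filterByExpr on the recovered reads. Fold changes are on this scale and are given as KI against WT. The added 1 shrinks the change of genes with low counts. As differences of mean log2 values, fold changes can also exceed the log2 ratio of the mean counts. For Ddx25 the log2 fold change was −7.84 here and −6.35 in the paper's Table S4. As in the paper, a gene was taken as differentially expressed when its adjusted p was under 0.05 and its fold change at least 1.5 in either direction. Single values were compared by an exact two-sided permutation test over the 252 ways to part the 10 libraries, whose smallest p is 0.00794. The authors' scaling sets the libraries level on the typical gene. On that scale the normalized counts of a library added up to less in every KI library than in every WT library (difference of means −2338652, exact permutation test, p = 0.00794), so that a scaling to library totals would place every KI value higher. Positions are those of mm10 in the authors' table, and gene types those of GENCODE vM21 on the same build. The counting is not stated to use strand, so that a gene overlapped by another may share its reads.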

We initially performed RNA-Seq to analyze the transcriptomes of mouse germ cells from KI and WT groups. 

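The paper's Table S3 gives 19378172 to 25161797 reads per library in WT and 19021424 to 23352984 in KI, which add up to 111456919 and 110262680 reads. Reads recovered on genes amounted to 65.3% to 68.8% of the paper's totals in the WT libraries and to 65.0% to 67.0% in the KI libraries. Added over the 5 libraries of each genotype, 74963080 reads lay on genes in WT and 73213355 in KI, and between 15487 and 15501 of the listed genes had at least 1 read in each library. The 10 genes with the most reads took 4.03% ± 0.356 (SD, n = 5) of the reads in WT and 3.68% ± 0.126 (SD, n = 5) in KI (exact permutation test, p = 0.0873).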

In total, we obtained 93 and 111.2 million reads from RNA-Seq libraries made from the KI and WT mice germ cells, respectively. The average read quality (Phred33 score) was 35.8 and more than 95% of reads could be mapped to the mice reference genome (Supplementary Table S3). 

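The libraries were grouped by average-linkage clustering on the correlation of their log2 normalized counts. Pearson correlations across all tested genes lay between 0.974 and 0.993 for the 20 pairs of libraries of the same genotype and between 0.939 and 0.972 for the 25 pairs of different genotype, where genes are not independent replicates. The first branch of the tree parted the 5 KI from the 5 WT libraries with all 15389 genes. It did so too with the 2209 differentially expressed genes, which were chosen for that difference. With the other 13180 genes the first branch did not follow genotype, and at the level of 4 branches libraries 1 to 3 and libraries 4 and 5 of each genotype formed separate branches, as they did with all genes.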

Separation of the KI and WT genotypes was evident in the Hierarchically clustered heatmap shown in the expression profiles of DEGs (Figure 1A). PCA analysis revealed clustering of five biological replicates in each group clearly demonstrated the differences between KI and WT (Figure 1B).

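In a principal component analysis of the 500 most variable genes, centred and not scaled, the first component held 74.1% of the variance and the second 9.75%. Scores of the WT libraries on the first component ranged from −26.9 to −16.6 and those of the KI libraries from 18.7 to 31.6, with no overlap (exact permutation test, p = 0.00794). The choice of genes moved the share of the first component most, to 51.1% with all genes that passed the filter, and the genotypes stayed apart on it in each alternative tried. The second component did not separate the genotypes (exact permutation test, p = 0.548). It parted libraries 1 to 3 of both genotypes, with scores of −9.51 to −2.82, from libraries 4 and 5, with scores of 6.44 to 11.7. The same libraries differ in the paper's Table S3, where the mean read quality is 35.8 to 35.9 in libraries 1 to 3 (n = 6) and 36.1 to 36.2 in libraries 4 and 5 (n = 4), and they are called quality groups here. Within each quality group every KI library scored above every WT library on the first component.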

**FIGURE 1:**
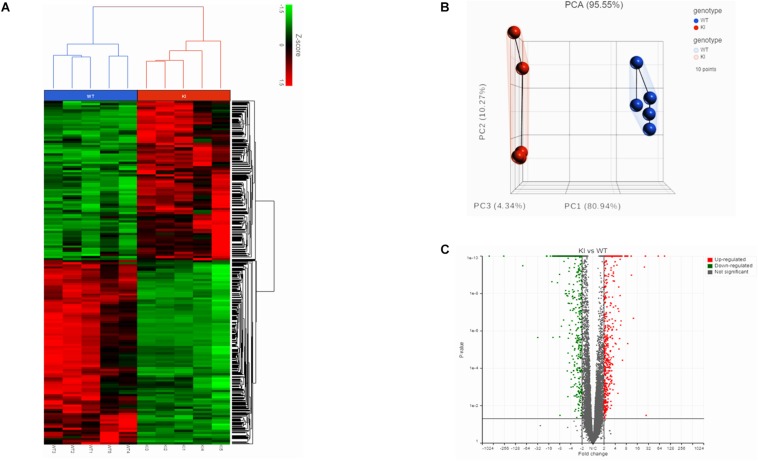
Transcriptome analysis of germ cells from KI and WT mice. **(A)** Hierarchical clustered heatmap showing the expression patterns of significantly (fold change ≤–1.5 or ≥1.5; *p* < 0.05) DEGs. The red boxes indicate the up-regulated genes, and the green boxes indicates down-regulated genes. Colored bar represents the expression levels. **(B)** PCA plot showing clustered samples based on the KI and WT genotype. Each point represents replicate sample for each genotype. **(C)** Volcano plot (fold change vs *P*-value) showing 2624 DEGs from KI and WT group (*n* = 5 per group). Red dots represent up-regulated genes and green dots down-regulated genes in KI vs WT.

### Identification of Differentially Expressed Genes (DEGs) and Functional Variation

The gene count data was used to analyze differences in gene expression by DESeq2. A total of 2624 DEGs were identified, including 1220 significantly up-regulated and 1404 significantly down-regulated genes between KI and WT groups (Supplementary Table S4). 

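Ddx25 (chromosome 9, 35541848 to 35558470, protein-coding), the targeted gene, had a normalized count of 8231 ± 2209 (SD, n = 5) in WT and 101 ± 91.7 (SD, n = 5) in KI, a log2 fold change of −7.84 (SE 1.03, limma adjusted p = 5.63e-05), and each KI library lay below each WT library. These are reads counted on the mouse gene, whereas KI mice carry the human gene. The normalized counts were 146, 194 and 161 in KI libraries 1 to 3, and in KI libraries 4 and 5, with at most 3 reads, they were 2.89 and 1.84. The log2 fold change was accordingly −5.34 in libraries 1 to 3 and −11.59 in libraries 4 and 5, where it depends on the pseudocount.

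Of the 15389 genes tested, 3529 had a limma adjusted p under 0.05. With the fold change threshold 2209 genes (14.4%) were differentially expressed, 944 up-regulated and 1265 down-regulated in KI. In 2731 genes (17.7%) the KI and WT libraries did not overlap, where chance gives 0.794% or 122 genes, and 1722 of the differentially expressed genes were among them. The median log2 fold change of all tested genes was 0.03. Among the scalings, library totals moved the split of directions most, to 2145 up-regulated and 789 down-regulated genes (73.1% up-regulated in place of 42.7%), and moved the median of all genes to 0.25. Of the 2209 genes, 1733 were also differentially expressed under that scaling. Within libraries 1 to 3 alone 2438 genes were differentially expressed, and within libraries 4 and 5 alone 1559 were. The direction was the same in both quality groups for 2206 of the 2209 genes. On this log2 scale the largest falls among genes with a mean of at least 100 normalized counts in WT were those of Ddx25, 1700063D05Rik, 1700084D21Rik, Lrrc57 and 1700008P02Rik. 1700063D05Rik (chromosome 9, 41206155 to 41217627, a long non-coding RNA) fell from 169 ± 16.9 (SD, n = 5) in WT to at most 1 read in any KI library, at least 60.5-fold lower, a bound that leaves its order against Ddx25 open. It lies 5.66 Mb from Ddx25, so that a strain variant linked to the targeted allele stays open as the cause of its fall. The log2 fold changes of 1700084D21Rik, Lrrc57 and 1700008P02Rik were −4.27, −3.44 and −3.40. KI library 5 held at most 3 reads of 1700084D21Rik, whose log2 fold change was −3.17 with a pseudocount of 10. Lrrc57 overlaps Haus2 on the other strand, and its count was lowest in KI library 5.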

Volcano plot for DEGs are shown in Figure 1C. To further analyze and classify the biological function of DEGs, we performed GO functional analysis using DAVID software and KEGG pathway enrichment analysis was done using R-studio. GO analysis of DEGs were sub-divided into three categories: biological process (BP), cellular component (CC) and molecular function (MF) and only significant GO terms with *P*-value <0.05 were considered. (Supplementary Tables S5, S6). Top 10 (down-regulated and up-regulated) gene-enriched GO terms were identified and shown in Figure 2. 

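All 26 genes that the paper's Table S5 lists under spermatid development were tested. Of these, 25 were down-regulated in KI with p-values adjusted over all genes and 25 adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Their median log2 fold change was −1.18, with Ddx25 the lowest and −0.65 the highest value, and the mean log2 value over the list was lower in each KI library than in each WT library. Set tests compared each list with the other genes, using limma's camera with a preset inter-gene correlation of 0.01, and gave an adjusted p = 1.20e-22 for this list. Of the 42 lists tested in the same family, camera called 23, and fry also called 22 of them in the same direction. With an inter-gene correlation estimated from the libraries, which moved the set tests most, no list was called (0 of 42, with 12 at an unadjusted p under 0.05) and the adjusted p of spermatid development was 0.101.

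Gene families that were set by symbol before the data were examined fell as well. They are not independent of the paper, whose spermatid development list holds Tssk2, Tssk3, Tssk6 and Odf2. Of 6 testis-specific serine kinases 3 were down-regulated (median log2 fold change −0.75, camera adjusted p = 1.83e-04), of 7 outer dense fiber genes 4 (median −0.73, adjusted p = 3.80e-04), and of 30 Spata genes 11 (median −0.39, adjusted p = 7.48e-08), with the same counts adjusted over the list alone. Mean values over each of the 3 families were lower in each KI library than in each WT library, and their medians stayed negative under each scaling tried. In the Reactome set Fertilization 4 of 20 genes were down-regulated and 2 up-regulated, also adjusted over the list alone (median −0.29, adjusted p = 3.96e-04).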

In the BP group, the down-regulated DEGs (Figure 2A) are mainly enriched in spermatogenesis, male gamete generation and spermatid development, and up-regulated DEGs (Figure 2B) are mainly enriched in regulation of cellular component movement, cell adhesion and cell migration/motility. 

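Table S7 of the paper lists 27 down-regulated genes under protein processing in endoplasmic reticulum and 17 under ubiquitin mediated proteolysis, lists that the study chose on these samples and that are therefore not independent evidence. Each of the 27 endoplasmic reticulum genes had a lower fitted mean in KI than in WT. Adjusted over all genes 22 of them passed the adjusted p threshold and 12 passed the fold change threshold too, as did 12 adjusted over the list alone. Their median log2 fold change was −0.50 (camera adjusted p = 3.44e-14). Each of the 17 ubiquitin genes was also lower in KI, 16 with an adjusted p under 0.05 and 8 with the fold change threshold as well, again 8 adjusted over the list alone, but 5 without KI library 5. Their median was −0.40 (camera adjusted p = 1.65e-09). Scaling to library totals left 6 and 4 genes of the 2 lists past both thresholds, and their medians became −0.27 and −0.18. Relative to the median of all genes, the medians under library totals were −0.52 and −0.43, against −0.52 and −0.43 with the authors' scaling. The estimated correlation gave an adjusted p of 0.0830 for the endoplasmic reticulum list and 0.149 for the ubiquitin list.

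Families set by symbol before the values were examined moved less as groups. Of 37 ubiquitin-conjugating enzyme genes (Ube2), 4 were down-regulated and 3 up-regulated (median log2 fold change 0.01, camera adjusted p = 0.586). Of 8 cullin genes 0 were differentially expressed, with 2 lower and 1 higher at an unadjusted p under 0.05 (median −0.03, but positive under each other scaling and 0.19 under library totals, adjusted p = 0.682). Of 74 tested RING finger genes (Rnf), 7 were down-regulated and 4 up-regulated (median 0.03, adjusted p = 0.618, whereas fry gave 0.00155 in the direction of a fall). Of 62 F-box genes 2 were down-regulated and 0 up-regulated, with 9 higher and 10 lower at an unadjusted p under 0.05 (median 0.04, adjusted p = 0.953). Of 48 proteasome subunit genes 3 were down-regulated and 1 up-regulated (median 0.02, adjusted p = 0.809). The counts of these families were the same adjusted over the list alone. Reactome's set of ubiquitination and proteasome degradation had 4 of 51 genes down-regulated and 1 up-regulated (median 0.01, adjusted p = 0.570), and its unfolded protein response set had 1 of 14 down-regulated and 0 up-regulated, with 2 higher and 3 lower at an unadjusted p under 0.05 (median 0.07, adjusted p = 0.984), with the same counts adjusted over the list alone. In asparagine N-linked glycosylation 6 of 100 genes were down-regulated and 7 up-regulated, or 6 and 5 adjusted over the list alone (median 0.06, adjusted p = 0.430). Among 28 genes with a symbol that begins with Hsp, 1 was down-regulated and 2 up-regulated, also adjusted over the list alone (median −0.10, but 0.13 under library totals, adjusted p = 0.400, whereas fry gave 6.36e-05 in the direction of a fall). The 2 up-regulated ones, named after their values were seen, are Hspb8 (log2 fold change 2.08) and Hspg2 (0.63), which encodes a heparan sulfate proteoglycan and was taken in by its symbol alone.

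**Figure D1:**
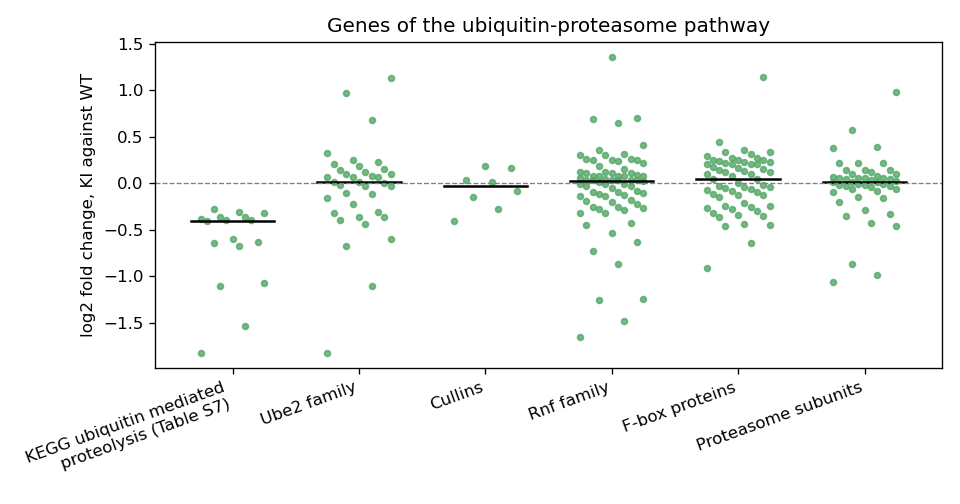
log2 fold change of KI against WT (vertical axis) of each tested gene of the ubiquitin list of Table S7 and of the families Ube2, cullins, Rnf, F-box proteins and proteasome subunits; each point is a gene, the black bar the median of its group and the dashed line no change. The 17 genes of Table S7 lie below the line, while the families have members on both sides and medians between −0.03 and 0.04; scaling to library totals would raise every point by about the shift of the typical gene and turn the median of the cullins positive.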

KEGG pathway enrichment analysis of DEGs revealed that majority of the downregulated genes were associated with protein processing in endoplasmic reticulum and ubiquitin mediated proteolysis pathways (Supplementary Table S7). 

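Of the 24 genes that the paper's Table S7 lists under ECM-receptor interaction, 22 were up-regulated in KI with p-values adjusted over all genes and 23 adjusted over the list alone (median log2 fold change 1.02, camera adjusted p = 3.44e-14). Focal adhesion had 26 of 28 genes up-regulated, or 27 adjusted over the list alone (median 1.08, adjusted p = 4.47e-17). Under carbon metabolism 12 of 13 genes were up-regulated in either way (median 0.66, adjusted p = 3.40e-07), but 8 without WT library 4, KI library 2 or KI library 3, 4 at an adjusted p under 0.01 and 2 in libraries 4 and 5 alone. The study chose the lists on these samples, so that the counts over the list alone are not independent evidence. Carbon metabolism also stands among the down-regulated pathways of Table S7, with 8 other genes, of which 5 were down-regulated here in either way and 8 had an adjusted p under 0.05 (median −0.94, adjusted p = 2.21e-07). Means over each of the 4 lists did not overlap between the KI and WT libraries. The estimated correlation gave adjusted p-values of 0.0830, 0.0830, 0.101 and 0.0830, in the order given. In the Reactome set Glycolysis, set before the libraries were compared, 6 of 28 genes were down-regulated and 5 up-regulated, also adjusted over the list alone (median −0.30, camera adjusted p = 0.00598).

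Transcripts of somatic cells were present in the preparations. Leydig cell markers were higher in KI, with 4 of 7 up-regulated, or 5 adjusted over the list alone (median 0.69, camera adjusted p = 0.00266), and 5 of 9 macrophage markers were up-regulated in either way (median 0.69, adjusted p = 7.94e-04). None of 8 Sertoli cell markers was differentially expressed, nor did any reach an unadjusted p under 0.05 (median 0.13, adjusted p = 0.418). The genes of the ECM-receptor and focal adhesion lists were not assigned to a cell type.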

KEGG analysis also showed genes significantly up-regulated in KI mice involved in ECM-receptor interaction, Carbon metabolism, Focal adhesion pathways (Supplementary Table S7). Top 10 KEGG pathways (down-regulated and up-regulated) were identified by analyzing significantly DEGs which were shown as dot plots in Figures 2C,D.

**FIGURE 2:**
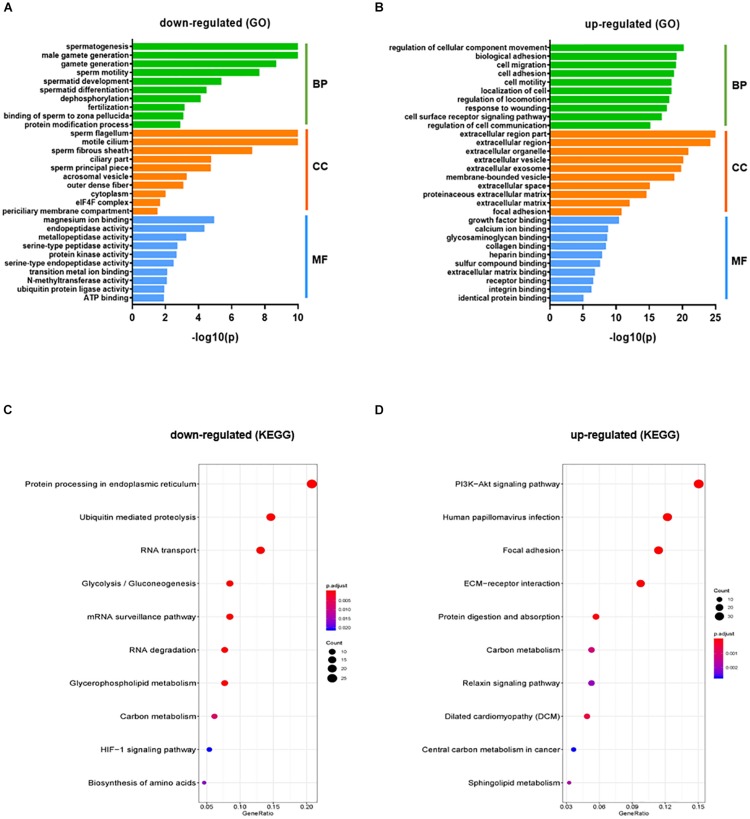
GO and KEGG pathway enrichment analysis of DEGs. GO functional analysis (Top 10 GO terms) for down-regulated DEGs **(A)** and up-regulated DEGs **(B)** in KI vs WT mice were grouped into different functional categories: biological process (BF), cellular component (CC) and molecular function (MF). **(B)** Representative dot plot of top 10 significantly (*P* < 0.05) enriched KEGG pathways for down-regulated **(C)** and up-regulated genes **(D)**. The *x*-axis represents gene ratio = count/set size. Dot size represents the number of genes and the color bar represents the padj-value.

### PPI Network Construction and Analysis

The STRING plugin app in Cytoscape was used to analyze the DEGs involved in spermatogenesis and ubiquitin-proteasome pathway (UPP) to construct a PPI network. The PPI network show 77 nodes/proteins and 247 edges/interactions, with a local clustering coefficient of 0.502 and has a PPI enrichment *P*-value <1.0e^–16^ (Figure 3A). Using network analyzer app in cytoscape we analyzed the different network parameters for each node. Based on degree value different sizes are assigned to nodes, while darker edges represent higher string database score indicating stronger degree of interactions with other proteins. Using cytoHubba plugin in Cytoscape, we identified top 20 Hub genes representing higher degree of connectivity between nodes (Figure 3B). For example, Hub genes (CUL3, UBE2K, UBE2Q2, UBE2J1) with higher degree value means highly connected network. 

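Cul3 (chromosome 1, 80264923 to 80340690, protein-coding) had a normalized count of 6983 ± 891 (SD, n = 5) in WT and 5270 ± 641 (SD, n = 5) in KI, a log2 fold change of −0.40 (SE 0.11, limma adjusted p = 0.0163) that lies below the fold change threshold, and the libraries of the genotypes overlapped. The fall was −0.62 in libraries 1 to 3 and −0.08 in libraries 4 and 5. Over the alternatives the adjusted p of Cul3 ranged from 1.84e-05 to 0.793, and it was no longer under 0.05 in libraries 4 and 5 alone, with library totals or with scaling on spermatocyte markers. Ube2k (chromosome 5, 65537245 to 65598989, protein-coding) fell from 2732 ± 501 (SD, n = 5) in WT to 759 ± 73.4 (SD, n = 5) in KI, a log2 fold change of −1.83 (SE 0.12, limma adjusted p = 1.06e-07), with each KI library below each WT library although KI library 4 lay apart from the other KI libraries, at 889. Ube2q2 (chromosome 9, 55149369 to 55207529, protein-coding) changed from 892 ± 102 to 715 ± 71.2 normalized counts (SD, n = 5 each), a log2 fold change of −0.32 (SE 0.10, limma adjusted p = 0.0362). Its adjusted p ranged from 0.0110 to 0.466 over the alternatives and was 0.05 or higher in 9 of 25, among them the fits without WT library 1, 2 or 5 and without KI library 2 or 3.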

The two modules with key hub genes (red and orange nodes) in the PPI network are interconnected to each other by KLHL10 essential for spermatogenesis process and CUL3 involved in UPP (Figure 3B). This connection is significant as it has been shown experimentally that these two proteins KLHL10 and CUL3 directly interact with each other (Wang et al., 2006).

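Klhl10 (chromosome 11, 100441924 to 100457024, protein-coding) fell from 9119 ± 1176 (SD, n = 5) normalized counts in WT to 3946 ± 467 (SD, n = 5) in KI, a log2 fold change of −1.21 (SE 0.11, limma adjusted p = 2.31e-06) with no overlap between the genotypes. Among the other genes of the UPP module in Fig. 3B, Skp2 (−1.54, adjusted p = 3.21e-05), Cdc34 (−0.64, adjusted p = 0.00381) and Fbxo2 (−0.65, adjusted p = 0.0165) were down-regulated past both thresholds, with no overlap between the libraries of KI and WT, and Skp2 overlaps Lmbrd2 on the other strand. Smaller log2 fold changes, below the fold change threshold, were found for Anapc10 (−0.40, adjusted p = 0.00851), Ube2g2 (−0.39, adjusted p = 0.00637), Herc4 (−0.38, adjusted p = 0.00826) and Ube2r2 (−0.36, adjusted p = 0.0203), of which Ube2r2 had overlapping libraries. Cul5 did not pass the threshold (−0.28, limma adjusted p = 0.0683, range 4.71e-04 to 0.985 over the alternatives), except with the replicate block, the quality group as a term, libraries 1 to 3 alone, DESeq2, or without WT library 4 or 5. Scaling to library totals or on spermatocyte markers took Fbxo2, Anapc10, Ube2g2, Herc4 and Ube2r2 above an adjusted p of 0.05, and so did libraries 4 and 5 alone for each of these but Fbxo2, and for Cdc34. Fbxo2 lost the call in libraries 1 to 3 alone. Ube2r2 also lost the call with the upper quartile and without WT library 1, 2 or 3.

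In the spermatogenesis module, the log2 fold changes of Odf1, Oaz3 and H1fnt were −2.55 (SE 0.14), −2.50 (SE 0.19) and −1.62 (SE 0.16), each with an adjusted p under 0.05 and with every KI library below every WT library. The count of Odf1 was lowest in KI library 5. Spata20 changed by −0.78 (SE 0.12, limma adjusted p = 2.90e-04) and Prm3 by −1.97 (SE 0.18, limma adjusted p = 1.30e-06), both without overlap. Hils1, which overlaps Sgca on the other strand, changed by −0.69 (SE 0.21, limma adjusted p = 0.0264, range 4.03e-05 to 0.106 over the alternatives). The genotypes overlapped for Hils1, and it lost the call with library totals, without WT library 1, 2 or 3 and without KI library 4.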

**FIGURE 3:**
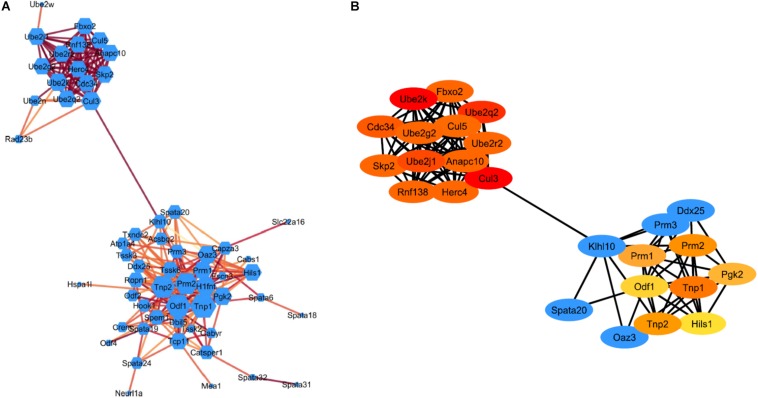
STRING protein-protein interaction network. **(A)** Visualization of the PPI network of identified down-regulated DEGs from spermatogenesis process and UPP pathway. Colored nodes represent genes/proteins. Edges represent the protein-protein associations. Node size indicates node degree value and Edge color represents stringdb score. Darker edges mean higher stringdb score **(B)** Visualization of the top 20 hub genes from the PPI network using the cytoHubba plugin in Cytoscape software. Red to yellow colored nodes represents genes with high to low PPI degree scores.

### Validation of DEGs Using qRT-PCR

To further confirm and validate the transcriptome results from the RNA-seq analysis, genes relevant to spermatogenesis and UPP enriched in functional analysis were selected, and their expression levels were confirmed by qRT-PCR analysis. The results from qRT-PCR indicated that transcripts of *Tnp2*, *Prm2*, *Tssk6*, and *Klhl10* involved in spermatogenesis process and transcripts of *Ube2j1*, *Ube2k*, *Ube2w*, *Rnf8*, *Rnf138, Rnf133*, and *Cul3* that participate in UPP were downregulated in KI group consistent with RNA-seq results (Figure 4A). 

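By RNA-Seq, Tnp2 (chromosome 16, 10787935 to 10788655) had a normalized count of 47057 ± 8210 (SD, n = 5) in WT and 9859 ± 2147 (SD, n = 5) in KI, a log2 fold change of −2.27 (SE 0.17, limma adjusted p = 2.23e-07). Prm2 (chromosome 16, 10791377 to 10792105) fell from 89159 ± 25520 (SD, n = 5) to 9282 ± 3127 (SD, n = 5), a log2 fold change of −3.30 (SE 0.25, limma adjusted p = 3.25e-07). Tssk6 (chromosome 8, 69902184 to 69903518), which Ndufa13 overlaps on the other strand, fell from 11565 ± 2368 (SD, n = 5) to 1481 ± 542 (SD, n = 5), a log2 fold change of −3.02 (SE 0.21, limma adjusted p = 1.42e-07). For these 3 genes each KI library lay below each WT library, and the lowest of them was KI library 5, with 6297 normalized counts of Tnp2. Of the genes of the UPP, Ube2j1 (chromosome 4, 33031380 to 33052367) fell from 6957 ± 1211 (SD, n = 5) to 3191 ± 255 (SD, n = 5), a log2 fold change of −1.11 (SE 0.12, limma adjusted p = 8.15e-06). Rnf133 (chromosome 6, 23648869 to 23650305), which lies within Cadps2 on the same strand, fell by 1.66 on the log2 scale (SE 0.18, limma adjusted p = 9.62e-06) and was lowest in KI library 5, at 492 normalized counts. Rnf138 (chromosome 18, 21001300 to 21028224) fell by 1.48 (SE 0.16, limma adjusted p = 7.73e-06). None of these 3 genes had overlapping libraries. Ube2w (chromosome 1, 16540788 to 16619291) changed by −0.60 (SE 0.15, limma adjusted p = 0.0106), with overlapping libraries (exact permutation test, p = 0.0159), and lost the call with library totals, within a range of adjusted p from 7.65e-06 to 0.0812 over the alternatives. Rnf8 (chromosome 17, 29614789 to 29641664) had 228 ± 36.7 (SD, n = 5) normalized counts in WT and 245 ± 26.9 (SD, n = 5) in KI, a log2 fold change of 0.11 (SE 0.13, limma adjusted p = 0.603), a difference smaller than the spread between the mice.

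**Figure D2:**
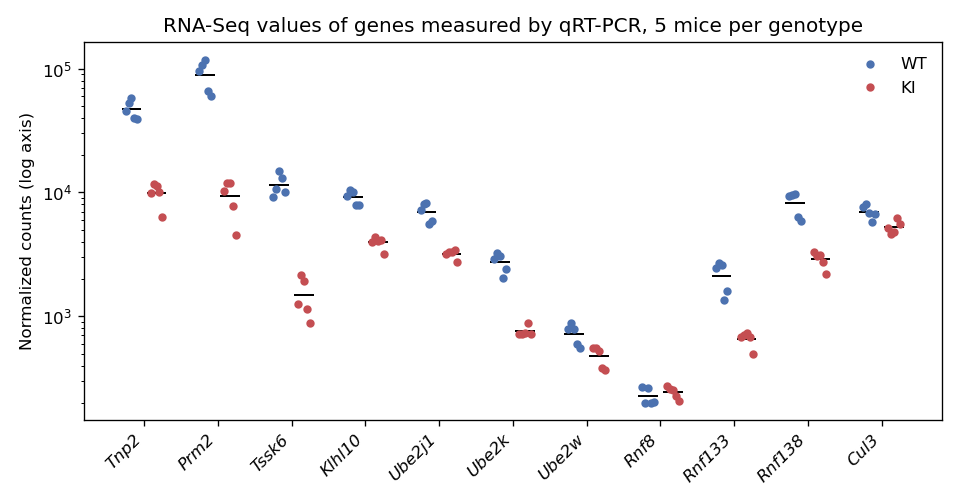
Normalized counts (vertical log axis) of the 11 genes in each WT (blue) and KI (red) library, with a point per mouse and a black bar at the mean of the 5 mice. Prm2 and Tssk6 show the widest gaps between the genotypes, and Rnf8, at 228 in WT and 245 in KI, shows none.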

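Col1a1 (chromosome 11, 94936224 to 94953042, protein-coding) had a normalized count of 84.6 ± 17.9 (SD, n = 5) in WT and 176 ± 26.7 (SD, n = 5) in KI, a log2 fold change of 1.06 (SE 0.16, limma adjusted p = 1.67e-04). Col1a2, the gene of the other chain of this collagen, rose by 1.28 (SE 0.18), past the adjusted p threshold too. The log2 fold change of Lamb1 (chromosome 12, 31265293 to 31329644) was 1.00 (SE 0.19, limma adjusted p = 0.00119) and that of Cav1 (chromosome 6, 17306335 to 17341328) 1.14 (SE 0.24, limma adjusted p = 0.00319). Ccnd2 (chromosome 6, 127125709 to 127151048) rose from 65.6 ± 10.3 (SD, n = 5) to 173 ± 27.4 (SD, n = 5) normalized counts, the largest log2 fold change of the 7 genes at 1.39 (SE 0.15, limma adjusted p = 9.97e-06). Itga9 (chromosome 9, 118606709 to 118901003) rose by 1.17 (SE 0.15, limma adjusted p = 4.56e-05) and Igf1 (chromosome 10, 87858265 to 87937047) by 1.29 (SE 0.22, limma adjusted p = 5.13e-04). In each of the 7 genes every KI library lay above every WT library. Their mean counts in WT lay between 42.5 in Cav1 and 201 in Lamb1.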

The upregulated genes like *Col1a*, *Lamb1*, *Cav1*, *Ccnd2*, *Itga9*, and *Igf1* crucial for focal adhesion and ECM-receptor interaction pathways were found to have increased levels of their transcripts in KI compared to WT (Figure 4A). 

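Actb (chromosome 5, 142903115 to 142906754), the reference gene of the qRT-PCR, had a normalized count of 7951 ± 1066 (SD, n = 5) in WT and 8076 ± 455 (SD, n = 5) in KI. Its log2 fold change was 0.03 (SE 0.10, limma adjusted p = 0.869), with overlapping libraries (exact permutation test, p = 0.738). The value became 0.26 with scaling to library totals and −0.09 in libraries 1 to 3 alone, and over the alternatives the adjusted p ranged from 0.0363 to 0.955, under 0.05 only with library totals. Leaving out WT library 4 or 5 turned it to −0.03 or −0.01. Of the 17 genes of Fig. 4A, 1 had a fitted direction by RNA-Seq opposite to that of the qRT-PCR, namely Rnf8.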

Overall, the qRT-PCR results displayed high correlation with those obtained by RNA-Seq analysis.

**FIGURE 4:**
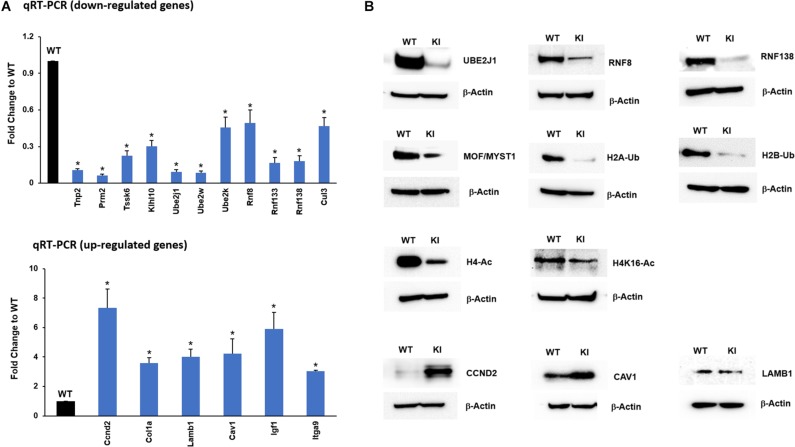
RNA-Seq data validation by qRT-PCR and Western blot. **(A)** Expression of selected up-regulated and down-regulated genes from the RNA-seq data was measured by qRT-PCR relative to actin in KI vs WT mice. Histograms represent the fold change expression between KI and WT group. Means ± SEM were determined from three sets of qRT-PCR experiments with each sample run in triplicates. *P*-values were calculated by two-tailed Students *t*-test (asterisks indicates *P* < 0.05). **(B)** Western blots showing the protein expression of UBE2J1, RNF8, RNF138, MOF/MYST1, H2A/B-Ub (Ubiquitinated Histone 2A/B), H4-Ac (Acetylated Histone 4), H4K16-Ac, CCND2, CAV1, and LAMB1 in KI and WT mice.

### Validation of Enriched Pathway Genes Using Western Blotting

In addition to transcript levels, we wanted to confirm the protein levels of genes that were down-regulated in the qRT-PCR analysis. The protein levels of selected UPP genes UBE2J1, RNF8, RNF133, RNF138, and other prerequisite factors MOF/MYST-1, H2B-Ub, H2A-Ub, H4-Ac, and H4K16-Ac that are implicated during spermiogenesis were drastically reduced in KI compared to WT (Figure 4B) indicating that p-GRTH impacts genes which are essential in the spermatid elongation process regulating the expression of genes involved in the UPP. The protein levels of up-regulated transcripts COL1a, CCND2 were increased in KI compared to WT (Figure 4B).

### Loss of p-GRTH in KI Mice Impairs Binding of *Ube2J1* and *Rnf8* mRNA’s to GRTH Protein

Previous studies from our lab have shown that GRTH protein binds to specific germ cell mRNAs (*Tp2*, *Prm2* and *Pgk2)* at cytoplasmic sites for storage in CB and later participates in translational process (Sheng et al., 2006; Kavarthapu et al., 2013). It was of interest to learn whether GRTH associates to *Ube2J1* and *Rnf8* mRNAs, two key genes of the UPP pathway, and how these were impacted in KI mice which lacks p-GRTH. The GRTH-IP mRNA binding studies revealed that *Ube2J1* and *Rnf8* mRNAs from WT mice associated with GRTH protein and the binding is abolished in the KI mice (Figure 5).

**FIGURE 5:**
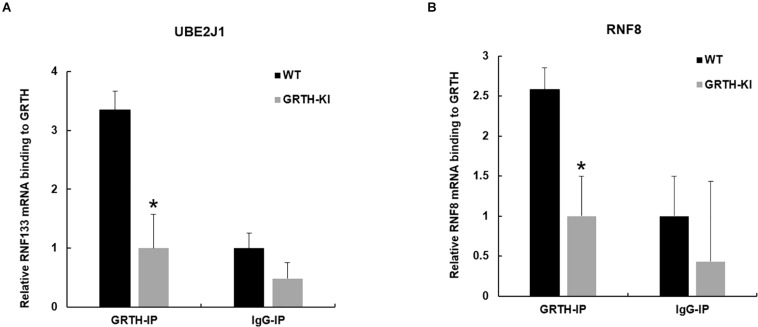
Binding of GRTH protein to *Ube2j1* and *Rnf8* mRNA in KI vs WT mice. Relative mRNA binding of *Ube2J1* **(A)**, and *Rnf8* **(B)** to GRTH protein in WT and KI mice. Statistical analysis was done using two-tailed Students *t*-test (*indicates *P* < 0.05) and data represents mean ± SEM of two independent experiments in triplicates.

### IHC Analysis of Genes Involved in Spermatid Elongation Process

We selected UBE2J1, RNF8, MOF/MYST-1, H4-Ac, and H4K16-Ac genes that are relevant to spermatid elongation process for IHC analysis to elucidate their expression pattern in germ cells during spermiogenesis. In WT mice UBE2J1 expression was exclusively noticed in ES of step 10 and gradually intensified in condensing spermatids of steps 12 to 13 of spermiogenesis (Figure 6). There was no expression of UBE2J1 in KI mice compared to WT mice (Figure 6). RNF8 and MOF expression was observed in spermatocytes, RS and ES of WT mice (Figure 7A). While their expression was abundant in round spermatids of WT mice, in KI mice was drastically reduced. As the RS elongate and chromatin starts condensing in later stages (stage XII), RNF8 expression was observed in the nucleus of ES of step 12 in WT mice. While in KI mice seminiferous tubule at stage XII, we found RS that fail to elongate and the RNF8 signal in these germ cells was very weak (Figure 7A). MOF/MYST1 also showed similar expression patterns with much higher signals in nucleus of spermatocytes, RS and ES of WT mice while merely low to negligible expression in germ cells of KI mice (Figure 7B). Acetylation of H4 observed in the nucleus of round spermatids was dramatically reduced in KI mice compared to WT (Figure 7C). Similar expression pattern was observed for the specific acetylation of H4 at K16 residue (Figure 7D).

**FIGURE 6:**
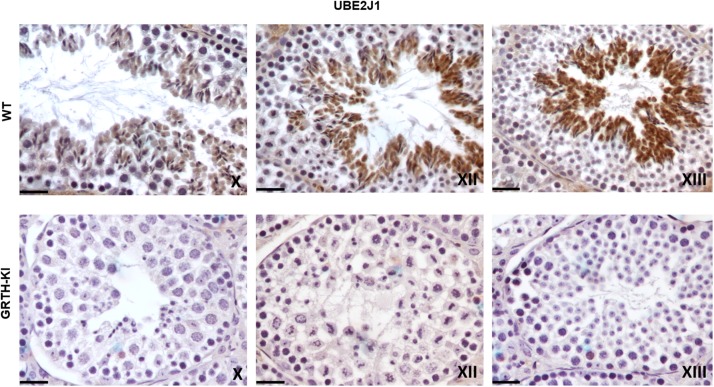
IHC analysis of UBE2J1 in seminiferous tubules of WT and KI mice. UBE2J1 expression is localized (DAB signal) specifically in ES of stage X, XII, XIII of spermatogenesis. The signal intensity was gradually increased from stage X to XIII in WT.

**FIGURE 7:**
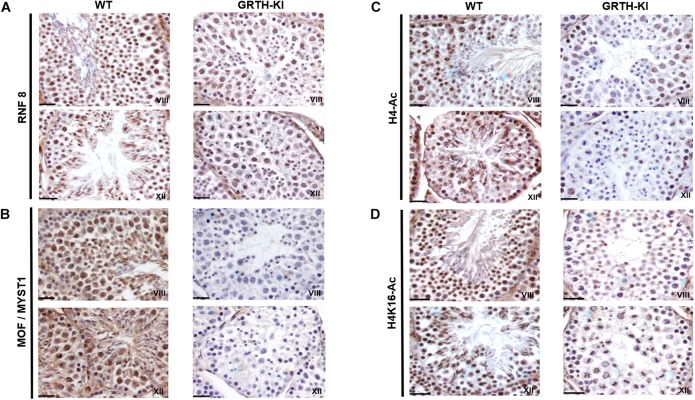
IHC analysis of RNF8, MOF/MYST1, H4-Ac and H4K16-Ac in seminiferous tubules of WT and KI mice. RNF8 **(A)**, MOF/MYST1 **(B)**, H4-Ac **(C)**, and H4K16-Ac **(D)** expression are noticed more significantly in the nucleus of RS (stage VIII) and ES (stage XII) in seminiferous tubules of WT mice while their expression are not observed in the RS of KI mice.

## Discussion

In this study, we examined genome-wide transcriptome profiles of germ cells isolated from GRTH-KI and WT mice testis using RNA-Seq. We used homozygous KI mice with R^242^H mutation in GRTH gene with resulting loss of p-GRTH to further understand its role in spermatid development during spermiogenesis by analyzing the DEGs from RNA-Seq. Previously we have shown that homozygous KI mice are infertile and lack ES and mature sperm due to arrest of round spermatids of step 8 that fail to elongate in the process of spermatogenesis. Absence of p-GRTH in KI mice had a profound impact on spermatid development indicated by abnormal acrosome formation in round spermatids which later undergo apoptosis forming multinucleated giant spermatids. 

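Families of matrix and adhesion genes, set by symbol before the values were examined, moved apart. They share genes with the paper's list of ECM-receptor genes, such as Col1a1 and Col1a2, and are not independent of it. Of 35 collagen genes 10 were up-regulated and 2 down-regulated in KI, or 10 and 3 adjusted over the list alone (median log2 fold change 0.44, camera adjusted p = 9.56e-04). Of 11 laminin genes 5 were up-regulated and 0 down-regulated, with 0 lower at an unadjusted p under 0.05 as well (median 0.58, adjusted p = 3.96e-04). Of 24 integrin genes 3 were up-regulated and 2 down-regulated (median −0.01, and 0.21 with library totals, 0.08 with the upper quartile and 0.07 with scaling on spermatocyte markers, adjusted p = 0.683). The counts of laminins and integrins were the same adjusted over the list alone. In Reactome's extracellular matrix organization 45 of 184 genes were up-regulated and 9 down-regulated, or 45 and 11 adjusted over the list alone (median 0.26, adjusted p = 2.08e-05). Its sets collagen formation (15 of 55 up-regulated, median 0.34, adjusted p = 6.90e-05), ECM proteoglycans (16 of 48, median 0.49, adjusted p = 2.21e-07), integrin cell surface interactions (18 of 58, median 0.30, adjusted p = 1.32e-04) and laminin interactions (9 of 29, median 0.49, adjusted p = 1.69e-05) gave the same numbers of up-regulated genes adjusted over the list alone. For the collagens, the laminins and the last 4 sets the mean value was higher in each KI library than in each WT library. With an estimated correlation none of these lists was called.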

The RNA-Seq analysis of transcriptome of germ cells in KI vs WT mice revealed DEGs related to ECM-receptor interaction and focal adhesion pathways were up-regulated. Genes like collagen, integrins, laminins and others involved in focal adhesion and ECM-receptor interaction pathways play a crucial role in junction dynamics in the seminiferous epithelium regulating cell-matrix interactions and cell-cell adhesion and cell migration (Siu and Cheng, 2004). We believe that these facilitate aggregation/clumping of round spermatid together and formation of giant multi-nucleated germ cells as observed in our histological studies in KI mice (Kavarthapu et al., 2019). We found several DEGs related to spermatogenesis, spermatid development and UPP were downregulated. Of note is that in germ cells of KI mice there was a dramatic reduction in UPP proteins (UBE2J1 and RNF8) essential for chromatin remodeling during spermiogenesis. This study using the KI mice model demonstrated that loss of p-GRTH impairs UBE2J1 and RNF8 dependent histone modifications hampering initial stages of spermatid elongation process.

During spermiogenesis, round spermatids go through 16 steps of development with subsequent characteristics variations in cell morphology and nuclear condensation as characterized by development of elongating, condensing, and condensed spermatids. RS of steps 1–8 possess round-shaped cells with preponderant nuclei packed with basic histone proteins and are in a state of active transcription. The step 8 RS exhibit distinct cap shaped acrosome (Russell et al., 1990; Hecht, 1998). Histone acetylation that leads to histone replacement later occurs in RS of step 8 prior to the initiation of nuclear elongation (Hazzouri et al., 2000; Shirakata et al., 2014). ES of steps 9–11 show hyperacetylation of histones, nuclear elongation and concurrent extension of the acrosome. Replacement of histones by TNP1, TNP2 and subsequently by PRM1 and PRM2 occurs in the condensing spermatids of steps 12–14 (Bao and Bedford, 2016). Condensed spermatids of steps 15,16 also known as spermatozoa display a typical hook type morphology and are ready to be released into the lumen of seminiferous tubules. TSSK6, HSP90 and γH2AX are among other genes shown to play an important role in chromatin remodeling and condensation of spermatids during spermiogenesis (Jha et al., 2017). 

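Tnp1 (chromosome 1, 73015075 to 73015899) had a normalized count of 28024.5 ± 10027.7 (SD, n = 5) in WT and 6762 ± 3189 (SD, n = 5) in KI, a log2 fold change of −2.14 (SE 0.35, limma adjusted p = 3.57e-04). Prm1 (chromosome 16, 10796332 to 10796823) fell by 2.82 on the log2 scale (SE 0.32, limma adjusted p = 1.48e-05). Tssk3 (chromosome 4, 129489008 to 129490770) fell by 2.20 (SE 0.13, limma adjusted p = 3.88e-08) and was lowest in KI library 5, at 511. Tssk4 (chromosome 14, 55650184 to 55652539) changed from 2094 ± 194 to 1557 ± 181 normalized counts (SD, n = 5 each), a log2 fold change of −0.43 (SE 0.10, limma adjusted p = 0.00648) that is below the fold change threshold, and KI library 5 lay apart at 1244. Its adjusted p ranged from 7.73e-04 to 0.206 over the alternatives, and scaling to library totals or on spermatocyte markers took it above 0.05. Each KI library lay below each WT library for these 4 genes. None of the 3 Hsp90 genes passed the threshold. Hsp90aa1 had a log2 fold change of −0.15 (SE 0.13, limma adjusted p = 0.441, range 0.0230 to 0.881 over the alternatives), which was −0.34 and past the adjusted p threshold in libraries 1 to 3 alone, 0.13 in libraries 4 and 5 alone and 0.08 with library totals. Hsp90ab1 had 0.23 (SE 0.10, limma adjusted p = 0.106, range 0.00171 to 0.338), which passed the adjusted p threshold as higher in KI with library totals, the upper quartile, the replicate block or the quality group as a term. Hsp90b1 had −0.20 (SE 0.10, limma adjusted p = 0.197, range 0.0666 to 0.810), which turned to 0.03 with library totals.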

In this study, functional analysis of DEGs showed that genes (*Tnp1/2, Prm1/2, Tssk3/4/6, Hsp90, Klhl10*) mainly associated with biological process, such as spermatogenesis, male gamete generation and spermatid development were significantly down-regulated in KI mice. This is consistent with previous studies demonstrating complete loss of TNP2 and PRM2 and TSSK6 protein expression in KI compared to WT (Kavarthapu et al., 2019). Further, the KEGG pathways analysis of down-regulated DEGs are mainly enriched in protein processing in endoplasmic reticulum and ubiquitin-proteasome pathways. Further, using STRING database we analyzed and constructed PPI network of down-regulated DEGs showing two significant modules with key hub genes belonging to spermatogenesis process and UPP. Moreover, these two modules are interconnected by KLHL10 and CUL3 proteins. CUL3 (Cullin3) is a Core component of cullin-RING-based E3 ubiquitin-protein ligase complex which interacts with substrate-specific adapter KLHL10 and functions specifically in the testis to mediate protein during spermiogenesis (Wang et al., 2006). Mutations in KLHL10 gene have been associated with oligospermia in some infertile males (Yatsenko et al., 2006). Haploinsufficiency of KLHL10 causes infertility in male mice devoid of ES due to failure of RS elongation after step 8 precisely similar morphology observed in our KI model (Yan et al., 2004; Wang et al., 2006).

Histone ubiquitination and acetylation play a crucial role in chromatin remodeling essential for development of spermatids during spermiogenesis (Baarends et al., 1999a, b; Rathke et al., 2014; Sheng et al., 2014). H2A is highly ubiquitinated in the XY bodies of pachytene spermatocytes in meiotic phase I. Ubiquitinated H2A and H2B are also abundantly found in ES and play important roles in chromatin remodeling during spermiogenesis (Baarends et al., 1999a; Sheng et al., 2014). Histone hyperacetylation mediated by specific histone acetyltransferases (HATs) like MOF/MYST1 and TIP60 during spermiogenesis facilitate histone replacement (Taipale et al., 2005; Thomas et al., 2007). E2 ubiquitin-conjugating enzyme UBE2J1 and ubiquitin E3 ligase RNF8 are part of an E2/E3 ubiquitin ligase complex shown to play an important role in spermatid development during spermiogenesis (Lu et al., 2010; Koenig et al., 2014). UBE2J1 KO mice are sterile with major defect in spermatid differentiation, resulting in male sterility acting as a key player in the elongation of spermatids (Koenig et al., 2014). Several testis-specific E3 ubiquitin ligases are known to be involved in wide-ranging molecular events during spermiogenesis including organelle turnover, protein turnover and quality and chromatin remodeling (Hou et al., 2012). RNF8 mediated H2A/H2B ubiquitination shown to be essential for histone hyperacetylation and important for histone removal at post-meiotic stage of germ cells (Lu et al., 2010). Furthermore, it has been shown that RNF8-dependent histone ubiquitination controls H4K16 acetylation by regulating association of MOF on the chromatin, which could be a crucial step for histone removal in the early ES (Lu et al., 2010; Ma et al., 2011). In our study, genes related to the UPP were significantly down-regulated (Figure 4A). 

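The mean log2 value over the 17 ubiquitin genes of Table S7, relative to the mean of all libraries, lay between 0.13 and 0.49 in the WT libraries and between −0.51 and −0.24 in the KI libraries (exact two-sided permutation test, p = 0.00794). The mean over the Rnf genes was also lower in each KI library than in each WT library, by a smaller margin, with WT libraries at −0.0014 to 0.06 and KI libraries at −0.06 to −0.0081. The means over the Ube2 genes (exact permutation test, p = 0.381), the cullins (exact permutation test, p = 0.222), the F-box genes (exact permutation test, p = 0.810), the proteasome subunits (exact permutation test, p = 0.476) and the Reactome ubiquitination set (exact permutation test, p = 0.119) overlapped between KI and WT. The mean over the Reactome ubiquitination set was lower in KI in each of the 5 pairs of libraries of the same number, and limma's fry with the replicate block, chosen after the result was seen, gave it an adjusted p of 0.0168, against 0.196 without the block. The means of the Rnf genes and of the Reactome set were taken on the authors' scaling alone. With library totals the median log2 fold change was 0.26 for the Rnf genes and 0.24 for the Reactome set. The direction of these small differences may therefore depend on the scaling. The paper shows the impaired ubiquitination of H2A and H2B in KI mice by Western blots of the ubiquitinated histones. The reduced acetylation of H4 is shown there by Western blots and by immunohistochemistry. The paper links the impaired ubiquitination to the deficit of UBE2J1 and RNF8 and the reduced acetylation to low MOF. It proposes that the steps toward removal of histones, and their replacement by transition proteins and then protamines, were disrupted as a result.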

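The normalized count of Rnf8 ranged from 199.6 to 271 in the WT libraries and from 209 to 276 in the KI libraries, and the exact two-sided permutation test gave p = 0.365. Its log2 fold change was 0.11 in libraries 1 to 3 and 0.11 in libraries 4 and 5. Over the 25 alternatives tried it stayed between 0.06 and 0.34, the highest with library totals, and its limma adjusted p between 0.0668 and 0.802. The readthrough gene Gm28043 spans Rnf8 on the same strand, so that the authors' counting could split reads between them.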

Although there was no differential expression of RNF8 in our RNA-Seq data, we found marked reduction in transcript levels of RNF8 and UBE2J1, and their proteins are barely detectable in KI mice. This consequently led to impair ubiquitination of H2A and H2B which is evident by the negligible expression of H2A-Ub and H2B-Ub proteins in Western blots. Further, the marked reduction in the association of p-GRTH protein with *Ube2j1* and *Rnf8* mRNA’s may affect their translation as p-GRTH is known to associate with polyribosomes of germ cell specific genes during spermiogenesis (Sheng et al., 2006). We also found reduced expression of MOF in KI mice which facilitates acetylation of H4 during initial stages of spermatid elongation. Further, as expected these low levels of MOF hampered the acetylation of H4 and specifically of H4K16 which is evident by the significant reduction of their expression in the nucleus of RS and ES in our IHC analysis. Taken together our studies indicate that the complete impairment of spermatid development in KI mice lacking p-GRTH, is linked to the deficit on the expression of UBE2J1 and RNF8. These, in turn consequently disrupted the chain of events involving H2A/H2B ubiquitination and H4 acetylation for subsequent histone removal and replacement with transition proteins followed by protamines during spermiogenesis (Figure 8).

**FIGURE 8:**
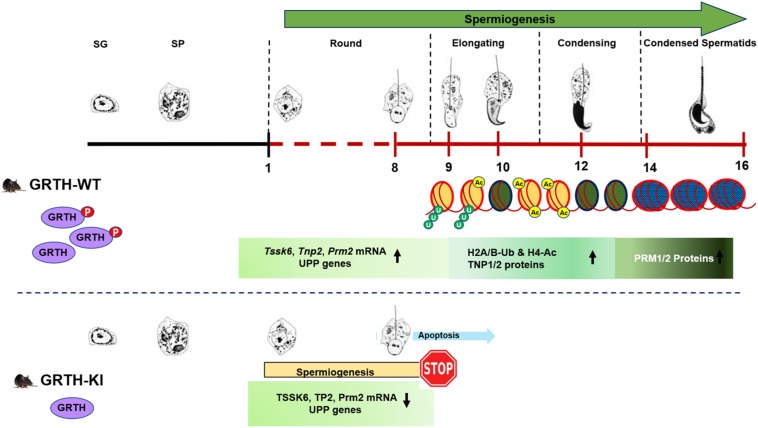
Role of p-GRTH in histone ubiquitination and acetylation essential for round spermatid during spermiogenesis. Schematic diagram showing progression of mice spermiogenesis where germ cells undergo 16 different steps of development. In WT mice during the process of spermiogenesis in RS we observed increased and stable expression of Tssk6, Tnp2, Prm2, and UPP mRNAs until ready for translation in step 9 of RS. During spermatid elongation histones undergo ubiquitination (H2A/B-Ub) and acetylation (H4-Ac) resulting in their removal and replacement with transition proteins and protamines making the chromatin more compact/condensed. Of note is that in KI mice loss of p-GRTH has direct impact on expression of UPP genes required for ubiquitination and subsequent acetylation which impairs round spermatids to elongation.

## Data Availability Statement

The RNA-Seq raw data files (KI and WT samples) in this study have been submitted to the NCBI (https://www.ncbi.nlm.nih.gov/geo) Gene Expression Omnibus (GEO accession number GSE145047). All other RNA-Seq results analyzed during this study are included in this article and its supplementary files.

## Ethics Statement

The animal study was reviewed and approved by National Institute of Child Health and Human Development Animal Care and Use Committee.

## Author Contributions

RK and MD conceived and planned the experiments. RK and RA performed the experiments, analyzed the data. MD and RK discussed the results and wrote the manuscript. AS and JS contribute with RNA-Seq data analysis.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Linking Phospho-Gonadotropin Regulated Testicular RNA Helicase (GRTH/DDX25) to Histone Ubiquitination and Acetylation Essential for Spermatid Development During Spermiogenesis
**Source:** Front Cell Dev Biol. 2020 May 15;8:310. doi: 10.3389/fcell.2020.00310
**Supplement:** Supplementary file 1

**List of Primers used for Validation of DEGs using qRT-PCR**

| **Primer Name** | **Primer Sequence 5’--- 3’** |
| --- | --- |
| **KI-F1** | AGA ACG GCA TCA AGG TGA AC |
| **KI-R1** | GCC TCC CCA CAG TAA CGA C |
| **KI-F2** | GAT ACC TAA GTT GGC TAG GTA TCC TGA G |
| **KI-R2** | ATA GTT GCC CAA GCT GCT ACC CCA GTT CCA |
| **Rnf8 F** | GGA TGA AAC GGA AAG TAG AGT GTC |
| **Rnf8 R** | CAT GAC AGT CTC TTT GCT CTC CGT TC |
| **Rnf138 F** | GGA TAC AAG TTC TTC TGG GCA |
| **Rnf138 R** | GAC TCT TCC ACA GCA GTT TGA T |
| **Rnf133 F** | GGT AAC ATC AAA GCA TAT TTC ACC |
| **Rnf133 R** | GGA TTA ACT TCT TCA TCC CCT TC |
| **Ube2w F** | GTC AAT GCA GAA ACG ACT ACA |
| **Ube2w R** | GAG GAG AGT CAA AAG GGT ATC G |
| **Ube2j1 F** | CAT GGA GCA TAA GGA CAG CCT |
| **Ube2j1 R** | GCA ACA GGA CAT CCT TCA TGG |
| **Ube2k F** | GAA GAG CGA GGA GGT CCG GT |
| **Ube2k R** | GCA GCC GCC AAC AGC GCT TG |
| **Itga9 F** | ACA CGC GCT GGG TCC TCG TG |
| **Itga9 R** | GCC ATG TCC AGC TCG GTG CAT |
| **Ccnd2 F** | GGA TGC TAG AGG TCT GTG AGG A |
| **Ccnd2 R** | GCT TCA CAG AGT TGT CGG TG |
| **Col1a1 F** | GCT GGT CCT AAG GGA GAG C |
| **Col1a1 R** | GGT CCA GCA GCA CCA ACA GC |
| **Lamb1 F** | GAA GGA ATG GTT CAC GGG CAC |
| **Lamb1 R** | GAC ACG AGC TGG AAT GTT CAT |
| **Igf1 F** | GCT TTT ACT TCA ACA AGC CCA C |
| **Igf1 R** | GTA CAT CTC CAG TCT CCT CAG |
| **Cav1 F** | GAC GTG GTC AAG ATT GAC TTT G |
| **Cav1 R** | GAT GAG TGC CAT TGG GAT GC |
| **Cul3 F** | GATTCAAACAGTTGCAGCCAAACAAG |
| **Cul3 R** | CTGGACTTGGTAAGAATCGAGCCT |
| **Tnp2 F** | GCTCTAGCTCCAGCCCCAGC |
| **Tnp2 R** | CTTGTATCTTCGCCCTGAG |
| **Prm2 F** | GGCAAGGGCTGAGCCCAGAGC |
| **Prm2 R** | TCGGGATCTTCTGCAGCCTCTGC |
| **Tssk6 F** | CCGCGAAGTCGCCGCGCGCCACTG |
| **Tssk6 R** | TCTCTCTTCTCTTTGCGCCCCTCC |
| **Klhl10 F** | GTC TCA ACA CTG CTG AAC G |
| **Klhl10 R** | CAT ATG TAG ACC TTC CCA TAG AG |
| **β-actin F** | AGGCATTGCTGACAGGATGCAG |
| **β-actin R** | AGCACTTGCGGTGCACGATG |

# Supplementary material for: Linking Phospho-Gonadotropin Regulated Testicular RNA Helicase (GRTH/DDX25) to Histone Ubiquitination and Acetylation Essential for Spermatid Development During Spermiogenesis
**Source:** Front Cell Dev Biol. 2020 May 15;8:310. doi: 10.3389/fcell.2020.00310
**Supplement:** Supplementary file 2

**List of primary antibodies used for Western blots**

| **Antibody Name** | **Company** | **RRID No.** |
| --- | --- | --- |
| UBE2J1 | Santa Cruz Biotechnology | AB_10611604 |
| RNF8 | Santa Cruz Biotechnology | AB_11155731 |
| RNF138 | Santa Cruz Biotechnology | AB_10610897 |
| MOF/MYST1 | Santa Cruz Biotechnology | AB_1126484 |
| H2A-Ub | Millipore | AB_11214408 |
| H2B-Ub | Millipore | AB_1587119 |
| H4-Ac | Cell Signaling Technology | AB_1118600 |
| H4K16-Ac | Cell Signaling Technology | AB_2798923 |
| CCND2 | Cell Signaling Technology | AB_2070685 |
| CAV1 | Santa Cruz Biotechnology | AB_2275453 |
| LAMB1 | Santa Cruz Biotechnology | AB_627866 |
| β-ACTIN | Santa Cruz Biotechnology | AB_1119529 |

How the deposited data were processed for this re-analysis (not part of the article)

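RNA of germ cells from the testes of 5 WT and 5 homozygous GRTH-KI mice aged 45 days was sequenced as 1 library per mouse, and the libraries were assigned to genotype and number by their labels and by Table S3 of the paper. The values used are the signal that the authors deposited for each gene and library. The authors aligned the reads to mm10 with STAR, counted them on RefSeq_v91 genes with the Partek E/M model, and divided the counts of each library by its DESeq2 size factor before they deposited the values. This was tested on the values: within each library they were whole multiples of the value of 1 read for 100% of the values under 5000 reads, and the reciprocals of DESeq2's size factors of the recovered reads differed from that value by at most 3.93e-06 percent. Every column was assigned to a library (columns not assigned, 0). No read-level data were used here.

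The plan set before the data were examined was for counts and named edgeR's quasi-likelihood test. Because the deposited values are normalized, limma (version 3.58.1, R 4.3.3) on log2(value + 1) with a variance trend was used in its place, on the genes that passed filterByExpr of edgeR (version 4.0.16) by genotype on the recovered reads. The quasi-likelihood test on the recovered reads, and DESeq2 (version 1.42.0), were run as alternatives. P-values were adjusted by Benjamini-Hochberg over all genes tested. Differential expression was called at an adjusted p under 0.05 with a fold change of at least 1.5, the thresholds of the paper. For the named genes and the lists, losing or gaining a call in an alternative refers to the adjusted p threshold alone. Single values were compared by exact two-sided permutation tests over the 252 arrangements of 5 against 5 libraries. The genes named are every gene the paper names for these data, and the 5 largest rises and the 5 largest falls among differentially expressed genes with a mean of at least 100 normalized counts in the higher group and no overlap between genotypes.

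Gene lists were tested by camera with an inter-gene correlation of 0.01. They were 7 lists of the paper's Tables S5 and S7, which the study chose on these samples, and 35 lists set before the values were examined: gene families by symbol, Reactome sets and markers of testis cell types written from general knowledge. Some of the 35 hold genes that the paper reports as changed in these libraries, such as Tssk3, Tssk6, Col1a1 and Lamb1. Those lists are not independent of the paper's results. Lists of the paper whose copy was cut short were not tested. The ubiquitin list of Table S7 was tested on the 17 genes named there, although the ratio that Table S7 gives for it counts more genes. That difference was not resolved. The score of a list in a library is the mean over its members of the log2 values centred per gene. Principal components were computed from the 500 most variable genes, and clustering used average linkage on 1 − Pearson correlation. The alternatives set before the data were examined were other scalings (library totals, upper quartile, spermatocyte markers), other filters on low counts, other thresholds, DESeq2, edgeR with DESeq2's size factors, fry, camera with an estimated correlation, a replicate block, a term for the quality group, each quality group alone, and leaving out each library in turn. TMM factors, edgeR with TMM, pseudocounts of 0.1 and 10, and unadjusted p-values were added after seeing the data.

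The numbers of the libraries were checked for pairing. After removing genotype means, libraries of the same number correlated with r of 0.306, 0.105, 0.280, 0.216 and 0.462, and other libraries of the same quality group with a mean r of 0.134. The number was therefore treated as a possible block in an alternative. The chi-square per degree of freedom between replicates was 2.68 to 46.7, so that no library duplicated another. A value of 0 reads leaves up to 3 reads possible. On simulated data with 200 changed genes of 15389, limma recovered 161 with 4 false calls, edgeR 164 with 6 and DESeq2 169 with 20, and camera and fry called the changed set and 0 of 40 unchanged sets. The simulated genes were drawn independently of each other. The simulation therefore cannot show how often the set tests call a list because its genes are correlated. With simulated block effects, limma recovered 157 with the block and 91 without. Of the 5415 genes in the paper's Table S4, the copy used here held 1998 and left out 3417, so that it was used only to check the unit: its log2 fold changes differed from those of DESeq2 on the recovered reads by at most 1.26e-05 among genes with a total of 100 or more. The immunoprecipitation, protein and histology experiments of the paper were not analysed here.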

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

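The tests of carry-over, of neighbouring windows, of the X chromosome, of Ddx25 in libraries 1 to 3 alone and of the depth of KI library 5 were chosen only after the results were seen.

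A single library lay far from the other 4 of its genotype, by Dixon's ratio against a critical value of 0.71, in 7 of 111 groups, where chance gives 5.55. The ratios were 0.714 for Tnp2, 0.715 for Tssk3, 0.759 for Tssk4, 0.814 for Rnf133, 0.718 for Odf1 and 0.788 for Lrrc57, each with KI library 5 lowest, and 0.875 for Ube2k, with KI library 4 highest. KI library 5 held 15186243 reads on genes, which is not fewer than in the other KI libraries as a group (12722086 to 15500582), so that lower depth is excluded. No other cause was tested within 1 library. KI library 5 also had the lowest scores of all libraries for the elongating (−1.92) and round spermatid markers (−0.77). A smaller share of spermatids in this preparation therefore stays open. The chance figure treats the groups as independent, whereas most of the flagged values come from this library. Rnf133 lies within Cadps2 and Lrrc57 overlaps Haus2, and the reads of these genes could be shared, which was not tested.

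The log2 fold change of Ddx25 differed between the quality groups: libraries 4 and 5 against 1 to 3 differed by −6.25 (limma adjusted p for the interaction = 1.12e-10), and every KI library lay below every WT library in both groups. In all, 38 genes had an adjusted p under 0.05 for this interaction, and 2479 an unadjusted p under 0.05 where chance gives 769. Klrb1, which was picked after its values were seen, changed alike (−4.22). If WT reads had been carried over into KI libraries 1 to 3 at the share seen for Ddx25 (2.43%), 12.8 reads of 1700063D05Rik were to be found there, and 0 were found (one-sided exact Poisson p = 2.79e-06). For Calml3, 4.90 reads were to be found and 0 were (one-sided exact Poisson p = 0.00744), whereas 16 reads of 4930552N02Rik and 115 of Klrb1 were found. These p-values cover counting error only, and the genes lie near the limit of detection, so that carry-over of WT reads stays open although the 0 reads of 1700063D05Rik and Calml3 speak against it. Whether the quality groups also differ in mice or in breeding was not tested. The size of −6.25 depends on the pseudocount, since KI libraries 4 and 5 held at most 3 reads. The fall of Ddx25 was lower by 4.54 than that of the lowest elongating spermatid marker (difference −4.54, which depends on the pseudocount through KI libraries 4 and 5), and the difference was −2.11 in libraries 1 to 3 alone (−5.34 against −3.23 for Prm2), which is consistent with transcripts of the human gene not being counted on the mouse gene. A lower amount of transcript stays open beside it.

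On the X chromosome, which the paper does not discuss, 89 of 650 genes tested were up-regulated in KI (13.7%, against 5.80% elsewhere, Fisher's exact test, p = 5.68e-13, odds ratio 2.58). Down-regulated genes were not more frequent (47 genes, 7.23% against 8.26%, Fisher's exact test, p = 0.381). Without multicopy families 58 of 462 were up-regulated (12.6%, Fisher's exact test, p = 8.07e-08), so that reads shared within such families are excluded as the whole cause. A larger share of somatic cells would raise an X-linked gene at most by the fold of that share. Beyond the Leydig cell marker median, at an adjusted p under 0.05, rose 13 of the 650 X-linked genes (2.00%, against 0.278% elsewhere, Fisher's exact test, p = 2.71e-07), but only 2 of them outside multicopy families (0.433%, Fisher's exact test, p = 0.377), so that a larger share of somatic cells stays open. Of the 89 up-regulated X-linked genes 54 had a fold change above that of the highest Leydig cell marker, as did 29 of the 58 outside multicopy families and 520 of 855 up-regulated genes elsewhere, counts that leave out the error of each gene. A change in gene regulation, or in the mix of germ cell stages, may lie behind the pattern and stays a hypothesis.

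Of the 105 genes within 10 Mb of Ddx25, without Ddx25 itself, 25 were differentially expressed (23.8%, against 14.3% elsewhere, Fisher's exact test, p = 0.0110), 11 higher and 14 lower. The share was 22.7% within 5 Mb, 20.3% within 20 Mb and 16.7% within 40 Mb. Among the 25 was 1700063D05Rik, which lies 5.66 Mb from Ddx25 and was nearly absent in KI. Variants of the strain in which the allele was made, linked to it, are a possible explanation. Of 222 windows elsewhere with the same width, 14 held as high a share, so that neighbouring genes changing together at any place in the genome is open as well. Genotypes at these genes were not analysed here.

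The largest rises, in genes the paper does not discuss, were those of Asprv1 (log2 fold change 6.02, mean normalized count 6.93 in WT and 401 in KI), Tns4 (4.53, from 4.46 to 119), Sema3b (3.15, from 14.5 to 128), Angptl2 (2.97, from 34.5 to 272) and Btbd35f7 (2.49, from 33.0 to 193). Every KI library lay above every WT library in each. Angptl2 overlaps Ralgps1 on the other strand, and Btbd35f7 belongs to a multicopy family on the X chromosome whose members could share its reads. The excess of up-regulated genes on the X chromosome without such families had p = 8.07e-08 (Fisher's exact test), which leaves the rise of Btbd35f7 itself open. No technical explanation was tested for the other 4 genes, and whether they rise within germ cells or in other cells was not tested.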

How the results depend on the processing

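The tests with TMM factors, edgeR with TMM, pseudocounts of 0.1 and 10 and unadjusted p-values were chosen only after the result was seen. Causes were not tested where none is given.

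In place of 2209 differentially expressed genes, 3529 passed without a fold change threshold (1485 up-regulated and 2044 down-regulated), 969 with a fold change of at least 2 (367 and 602) and 542 by limma's treat against a fold change of 1.5 (130 and 412), as these thresholds are looser or stricter by construction. With an adjusted p under 0.01, 605 were up-regulated. Scaling to library totals gave 2145 up-regulated and 789 down-regulated genes, since it raises all KI values. In libraries 4 and 5 alone 472 were up-regulated, and the cause was not tested. Unadjusted p-values gave 2565 genes, and 2624 with DESeq2. The other filters, scalings, pseudocounts, model terms and libraries 1 to 3 alone gave between 1918 and 2438 genes, and leaving out each library in turn 1971 to 2303. DESeq2 gave 2333, edgeR with DESeq2's size factors 2241 and edgeR with TMM 2243. With the replicate block 2410 genes were called, and by camera the block changed no call of a list, and it changed the call of no named gene but Hsp90ab1 and Cul5.

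Of the 54 named genes, 36 kept their direction and their side of the adjusted p threshold in every alternative, 11 lost the threshold in at least 1, 5 passed it only in an alternative and 4 reversed. Reversed were Hsp90aa1 (0.080 with library totals, 0.13 in libraries 4 and 5 alone), Hsp90b1 (0.032 with library totals), Kat8 (0.11 with library totals) and the log2 fold change of Actb (−0.087 in libraries 1 to 3 alone, and from −0.032 without WT library 4 to 0.074 without WT library 3 over the fits that each left out a library). None of these had an adjusted p under 0.05 where it reversed. For library totals the shift of all genes is the cause by construction, and for the other settings the cause was not tested. Library totals changed 16 named genes (10 weaker, 3 stronger, 3 reversed), spermatocyte scaling 8, libraries 4 and 5 alone 8 and libraries 1 to 3 alone 4.

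Of the 42 lists, 37 kept their call in every alternative but the estimated correlation. With it the adjusted p was 0.101 for spermatid development, 0.0830 for protein processing in endoplasmic reticulum, 0.149 for ubiquitin mediated proteolysis, 0.0830 and 0.101 for the lower and the higher genes of carbon metabolism, 0.0830 for ECM-receptor interaction and 0.0830 for focal adhesion. It called 0 lists in place of 23 (12 at an unadjusted p under 0.05) and 0 marker lists in place of 4 (1 at an unadjusted p under 0.05). The cause was not tested. The round spermatid markers were no longer called in libraries 1 to 3 alone (adjusted p = 0.155 by camera), under fry (0.0803) and without KI library 5 (0.0668). Sertoli cell markers were called only in libraries 1 to 3 alone, collagen formation was not in libraries 4 and 5 alone, and the Rnf and Hsp lists were called only by fry. With fry and the block together, chosen after the result was seen, the Reactome ubiquitination set (0.0168, against 0.196 by fry alone), the spermatocyte markers (0.0193, against 0.494) and the endothelial cell markers (0.0421, against 0.0555) were called too.

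KI and WT stayed apart on the first principal component in each alternative (51.1% to 83.3% of the variance). The difference in total counts per library, KI minus WT, lay between −767343 without WT library 3 and 130201.2 without KI library 3, and was 7487.8 without WT library 5, with exact permutation p from 0.333 to 1. The alternatives set for a table of comparisons were not run, because values per library were used. Depth limits Ddx25 and 1700063D05Rik in KI, where libraries held 3 reads or fewer. It also limits 1700084D21Rik in KI library 5, and Asprv1 and Tns4 in WT libraries 1, 2 and 4.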

Differences from the paper's values

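A gap is called closed where a value came within 1.5 times of the paper's. None of the values below was tested for a cause, and the alternatives with unadjusted p-values were tests chosen only after the result was seen. The paper's Table S7 lists 27 down-regulated genes for protein processing in endoplasmic reticulum, of which 12 passed both thresholds here. Of the 25 alternatives set before the data were examined, the one without a fold change threshold (22) closed the gap, and the range was 4 to 22. Table S7 lists 17 for ubiquitin mediated proteolysis, of which 8 passed here, and again only the alternative without a fold change threshold (16) closed the gap, in a range of 3 to 16. For carbon metabolism the paper's 8 down-regulated genes compare with 5 here, and libraries 1 to 3 alone (6), the fit without KI library 4 (6) and the fit without a fold change threshold (8) closed the gap.

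Fold changes by qRT-PCR are the paper's, in Fig. 4A, read by eye, and those by RNA-Seq are ratios of the mean normalized count in KI to that in WT. They differ for 15 of 17 genes. For Tnp2 the paper's value is about 0.11 and the value here 0.210, for Prm2 about 0.06 and 0.104, for Ube2j1 about 0.09 and 0.459, for Ube2w about 0.08 and 0.660, for Rnf133 about 0.16 and 0.308, and for Rnf138 about 0.18 and 0.353. For Ccnd2 it is about 7.3 and the value here 2.64, for Lamb1 about 4 and 1.94, and for Igf1 about 5.9 and 2.40. For Rnf8 it is about 0.49 and the value here 1.07, in the opposite direction. None of the 15 alternatives set before the data were examined closed the gap for these genes. For Tssk6 the paper's value is about 0.22 and the value here 0.128, a gap closed by library totals (0.151) and by libraries 1 to 3 alone (0.155). For Ube2k it is about 0.45 against 0.278, closed by library totals (0.326), spermatocyte scaling (0.301) and libraries 4 and 5 alone (0.364). For Cul3 it is about 0.46 against 0.755, closed by libraries 1 to 3 alone (0.649). For Col1a1 it is about 3.5 against 2.08, closed by library totals (2.43), and for Cav1 about 4.2 against 2.17, closed by libraries 4 and 5 alone (2.87). These values lie nearer to the paper's without reaching them. The paper states a high correlation of both methods. Across genes, which are not independent replicates, Pearson's r of the log2 of these ratios was 0.452 (permutation p = 0.163) and Spearman's rho 0.427 (permutation p = 0.192) over the 11 genes lower by qRT-PCR, and 0.711 (exact permutation p = 0.114) and 0.6 (exact permutation p = 0.242) over the 6 higher ones. Over all 17 genes r was 0.877 (permutation p = 3.00e-05) and rho 0.828 (permutation p = 1.10e-04), which mainly reflects the separation of lower from higher genes.

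The paper counts 2624 differentially expressed genes, 1220 up-regulated and 1404 down-regulated, where 2209, 944 and 1265 were found here, within the margin of 1.5 times. DESeq2 on the recovered reads with an unadjusted p under 0.05 and a fold change of at least 1.5, a setting chosen after seeing the values, gave 2624, 1220 and 1404. The same setting called 12 and 8 genes of the lists of endoplasmic reticulum and ubiquitin.

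The paper names Hsp90 among the down-regulated genes. Here Hsp90aa1 (−0.15), Hsp90ab1 (0.23) and Hsp90b1 (−0.20) did not pass the threshold, and only libraries 1 to 3 alone called Hsp90aa1 as lower (−0.34). Tssk4 (−0.43), Cul3 (−0.40) and Ube2q2 (−0.32) passed the adjusted p threshold and not the fold change threshold. Cul3 passed both in libraries 1 to 3 alone and Tssk4 in libraries 4 and 5 alone, each at −0.62. Cul5 (−0.28), a gene of the list of Table S7, passed the adjusted p threshold only with the replicate block, the quality group as a term, libraries 1 to 3 alone, DESeq2, or without WT library 4 or 5. The paper states both that Rnf8 was lower as in the RNA-Seq results and that its RNA-Seq showed no differential expression. The log2 fold change here was 0.11.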

Other observations

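The tests of the Leydig cell share, of marker lists per library, in pairs and without single libraries, and of the splits for lists, and fry with the block, were chosen only after the result was seen.

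Of 100 splits of the 10 libraries into groups of 5, drawn from 126 and with the real split among them, 1 gave as many differentially expressed genes as the real one, and the next highest gave 64. As many lists as the real 23 were called by camera in 15 of the 100 splits. The other 14 were 5 of 19 splits with 1 library of each genotype exchanged and 9 of 80 with 2 exchanged, and the most lists called was 29. Each of the other splits sets 4 libraries of a genotype and 1 of the other, or 3 and 2, against the rest and so keeps part of the difference between KI and WT. The count of lists called by camera therefore does not set the real split apart, and a count without any such difference cannot be had from these splits. Of the 16 splits that part every pair of libraries of the same number, 1 gave as many genes, with or without the block, and 3 gave as many lists.

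Among the germ cell markers, those of elongating spermatids fell most: 12 of 12 were down-regulated, also adjusted over the list alone (median log2 fold change −2.53, camera adjusted p = 1.36e-18). None of 10 round spermatid markers was differentially expressed in either way, with 4 lower at an unadjusted p under 0.05 (median −0.36, camera adjusted p = 0.0114). Neither were any of 12 spermatocyte markers, with 2 lower at an unadjusted p under 0.05 (median −0.08, but 0.15 with library totals, camera adjusted p = 0.488, whereas fry with the replicate block gave 0.0193 in the direction of a fall), or of 9 spermatogonia markers, with 1 higher and 1 lower (median 0.02, camera adjusted p = 0.809). Per library, the mean over the elongating spermatid markers fell further than that over the round spermatid markers (difference −2.14, exact permutation of libraries, p = 0.00794, no overlap), which is consistent with fewer elongating spermatids in the KI preparations. The round spermatid markers fell further than the spermatocyte markers as well (difference −0.27, exact permutation of libraries, p = 0.0476, and 0.0317 to 0.0873 with 1 library left out), with overlapping libraries and mostly in libraries 4 and 5 (−0.57, against −0.06 in libraries 1 to 3). Lower transcripts within each cell stay open, and both could hold together. Elongating spermatid markers include genes the paper names.

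For the ECM-receptor and focal adhesion genes, a larger share of all somatic cells stays open. The Leydig cell markers rose beyond the Sertoli cell markers by 0.52 per library (exact permutation of libraries, p = 0.167) and the macrophage markers by 0.44 (exact permutation of libraries, p = 0.159), with overlapping libraries, and in libraries 1 to 3 by 0.12 and 0.13 only. Without WT library 2 the first difference was 0.79 with no overlap (exact permutation of libraries, p = 0.00794) and the second 0.63 (exact permutation of libraries, p = 0.0397), whereas without KI library 5 the first was 0.32 (exact permutation of libraries, p = 0.349). In pairs of libraries of the same number the first ran from −0.80 to 1.33. The member genes differed more clearly (medians apart by 0.556, exact permutation of members, p = 0.00622), but that test leaves out the spread between mice. The values argue against a loss of late spermatid RNA that raises every other transcript alike as the whole cause. The Reactome extracellular matrix genes, set before the values were examined, rose beyond the spermatogonia and spermatocyte markers in each of the 5 pairs, by 0.20 to 0.39 (mean 0.28, SD 0.0826, exact sign-flip permutation p = 0.0625, the smallest that 5 pairs allow). Without the pairing the libraries overlapped (exact permutation of libraries, p = 0.0794, and 0.0238 without WT library 5). Of 8 extracellular matrix lists set before the values were examined, each rose beyond these markers in every pair, and 5 had an exact permutation p under 0.05 without the pairing, with differences from 0.11 for integrins to 0.62 for laminins. A larger share of Leydig cells could not be told apart from regulation: 2 of 184 extracellular matrix genes, Col3a1 (1.50) and Timp1 (2.36), rose beyond the Leydig marker median of 0.69 at an adjusted p under 0.05 (20 at a one-sided unadjusted p under 0.05), while 33 of the 45 up-regulated ones lay above the highest Leydig marker (0.82). Of 8 endothelial cell markers 2 were up-regulated (median 0.32, camera adjusted p = 0.131, whereas fry with the replicate block gave 0.0421), of 6 peritubular myoid cell markers 2 were and 1 was down-regulated (median 0.11, camera adjusted p = 0.979), and of 5 red blood cell markers 1 was up-regulated and 1 down-regulated (median 0.62, camera adjusted p = 0.389), with the same counts adjusted over the list alone.

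Gene length and GC content were tested as a cause of the lower ubiquitin genes. After a correction for both, with the replicate block, their median log2 fold change was −0.44, and 15 of 17 had an adjusted p under 0.05 against 17 of 17 without it. The correction shifted genes by an SD of 0.140 and gave 2298 differentially expressed genes in place of 2382, so that this bias is excluded as the whole cause. Fewer elongating spermatids in the KI preparations were not tested as a cause of the lower ubiquitin genes and stay open. KI library 5 had the lowest score for both the ubiquitin list (−0.51) and the elongating spermatid markers (−1.92). In WT both scores were lower in libraries 4 and 5 than in libraries 1 to 3. KI library 4 went the other way, with the highest ubiquitin score in KI (−0.24) and an elongating score (−1.32) below those of KI libraries 1 to 3.

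Transcripts of Kat8 (MOF), which the paper studies as a protein, and of Kat5 (TIP60), which it names as background, did not pass the threshold: Kat8 had a log2 fold change of −0.12 (SE 0.10, limma adjusted p = 0.435) and Kat5 of 0.07 (SE 0.10, limma adjusted p = 0.688), with overlapping libraries. Kat5 passed the adjusted p threshold with library totals (0.30). Pgk2 fell by 1.07 on the log2 scale (SE 0.20, limma adjusted p = 0.00105), with every KI library below every WT library. Of 453 genes of the Reactome set Cell Cycle 18 were down-regulated and 4 up-regulated, or 17 and 4 adjusted over the list alone (median 0.02, camera adjusted p = 0.917). In Meiosis 1 of 51 was down-regulated and 0 up-regulated, with 3 higher and 3 lower at an unadjusted p under 0.05 (median 0.03, camera adjusted p = 0.868). Of 77 cytosolic ribosomal protein genes 1 was up-regulated and 0 down-regulated, with 5 higher and 4 lower at an unadjusted p under 0.05 (median −0.03, but 0.20 with library totals, camera adjusted p = 0.984). Counts of the last 2 lists were the same adjusted over the list alone.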
